# Combined statistical modeling enables accurate mining of circadian transcription

**DOI:** 10.1093/nargab/lqab031

**Published:** 2021-04-26

**Authors:** Andrea Rubio-Ponce, Iván Ballesteros, Juan A Quintana, Guiomar Solanas, Salvador A Benitah, Andrés Hidalgo, Fátima Sánchez-Cabo

## Abstract

Circadian-regulated genes are essential for tissue homeostasis and organismal function, and are therefore common targets of scrutiny. Detection of rhythmic genes using current analytical tools requires exhaustive sampling, a demand that is costly and raises ethical concerns, making it unfeasible in certain mammalian systems. Several non-parametric methods have been commonly used to analyze short-term (24 h) circadian data, such as JTK_cycle and MetaCycle. However, algorithm performance varies greatly depending on various biological and technical factors. Here, we present CircaN, an *ad-hoc* implementation of a non-linear mixed model for the identification of circadian genes in all types of omics data. Based on the variable but complementary results obtained through several biological and *in silico* datasets, we propose a combined approach of CircaN and non-parametric models to dramatically improve the number of circadian genes detected, without affecting accuracy. We also introduce an R package to make this approach available to the community.

## INTRODUCTION

Circadian rhythms are cycles in biological processes that last ∼24 h (*circa diem*). They have been described from bacteria to primates (1), and have a profound impact in a wide range of physiological processes, including body temperature, active/resting periods, hormonal regulation, immunity and even mood states (2,3). It is therefore not surprising that circadian gene expression has been the object of great interest and scrutiny, especially since the rise of technologies that have popularized whole transcriptomic analysis.

Immune and epidermal stem cells, as well as organs, are among the many biological systems in which circadian oscillations have been scrutinized. These studies have revealed cell- and tissue-specific patterns of gene expression featuring circadian patterns (4–7). Detection of circadian genes in each system has in turn been critical to unveil key mechanisms of tissue physiology that operate in healthy individuals, and become aberrant during aging or disease (4,7–9). To accurately identify true circadian transcriptional oscillations, it is imperative to sample the system under study with high frequency (e.g. every hour) and for extended periods of time, typically 48 h in practical scenarios. This intense sampling, however, is usually only feasible for non-mammalian organisms, such as flies, or for cells in culture, in which samples are abundant and simple to collect. When dealing with complex mammalian systems, however, repeated sampling can be unfeasible given the cost and difficulty to access certain genetic models or species. A common approach to deal with the limited number of animals is to space sampling frequency to every 2–6 h (7,10–12). While this may not be a problem for 48 h long experiments, sampling frequencies longer than 2 h in 24 h long experiments make it difficult to infer infradian or ultradian genes (5), and complicate the identification of circadian genes. An additional effect of limited experimental samples is the need to reduce the number of biological replicates per time point, which greatly increases noise.

These experimental limitations demand robust statistical methods to identify circadian genes and proteins in biological settings, particularly in mammalian systems. Two popular algorithms are mainly used to analyze circadian experiments; the first is JTK_cycle (herein JTK) (13), which applies the non-parametric Jonckheere–Terpstra test and the Kendall tau correlation for the detection of circadian transcripts. The second is MetaCycle (herein MC) (14), which integrates the *P*-values of JTK and Lomb–Scargle [or LS; another existing algorithm for analyzing rhythmic patterns (15)], using Fisher's meta-analysis approximation. Both methods are non-parametric, and hence have low statistical power. To avoid the scarcity of identified genes with these methods, JTK results are often reported with unadjusted *P*-values and MetaCycle combines the *P*-values obtained using JTK and LS (16,17) using Fisher’s method, despite the problems of combining dependent *P*-values with this method (18)

Here, we have developed CircaN, a natural approach for the detection of circadian-like expression profiles based on fitting circadian curves to the data using non-linear least squares (NLS). Our method fits several curve types to time-series omics data and selects the one with the best fit, providing amplitude, period and phase estimations, along with their *P*-values, and goodness of fit measures. To facilitate the process of identifying circadian genes, we provide a combined corrected *P*-value of the amplitude and period of the curve, which when used along with the goodness-of-fit can be used to divide circadian from other patterns. By analyzing multiple biological and *in silico* datasets, here we find that the performance of circadian-mining algorithms greatly depends on technical and biological characteristics that cannot always be anticipated, such as the amount of noise, or sampling strategy. We show that by combining CircaN with non-parametric models (JTK and MC), we robustly identify almost every circadian gene in a given dataset, with a negligible number of false positives (FPs). We also provide here an R package to ease the implementation of this combined approach, enable optimal identification of circadian genes and promote new discoveries on circadian physiology. Finally, because CircaN is able to accurately determine the main parameters of a circadian curve, our method opens new possibilities to work with circadian genes in a quantitative manner, rather than mere identification of circadian-like patterns.

## MATERIALS AND METHODS

### *In silico* data generation

We generated *in silico* values simulating a 24 h long dataset, with sampling once every hour, and with three replicates. The dataset contained a total of 10 000 genes, from which 30% featured circadian oscillations. The non-circadian portion of the genes was generated using a normal distribution with mean and standard deviation randomly obtained from gamma distributions, reproducing the range of amplitudes and variance between replicates and across conditions. The rhythmic features were created using eight different curve patterns, namely, cosine, cosine + outlier, squared cosine, triangular, dampened cosine, cosine + linear, cosine + exponential and peak, following the recommendations previously published (19). Figure 1A shows every shape potentially defined as circadian, except for the cosine + outlier pattern, which consists of a cosine curve with a deliberate random outlier point, and is considered a cosine-type curve. The rhythmic genes were created with periods randomly selected from a uniform distribution between 20 and 28 h, and phases also randomly generated from a half-normal distribution (*θ* = 0.2). To create datasets with different sampling frequencies, we created subsets with the samples corresponding to frequencies of 2, 3 and 4 h.

**Figure 1.**
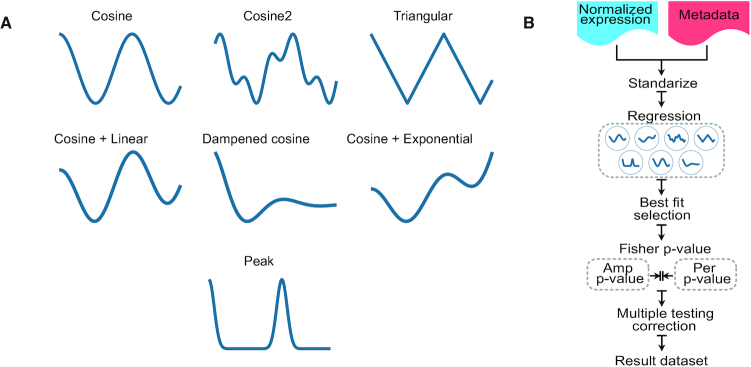
CircaN curve patterns and workflow. (**A**) Curve types included in the CircaN algorithm (19). (**B**) CircaN workflow. Normalized expression and metadata are introduced as parameters in the CircaN function. The data are then standardized and fit to each of the curve types in (A). The curve best fitting the data is selected and a combined *P*-value is computed for the amplitude and period parameters. Finally, multiple testing correction is applied to each *P*-value and the results are returned, including gene lists, parameter estimations and goodness-of-fit measures.

### *In silico* benchmarking

CircaN, JTK (R package, https://openwetware.org/wiki/HughesLab:JTK_Cycle) and MetaCycle (14) v.1.1.0 were run on the *in silico* data.

Molecules (genes, proteins and metabolites) with a *q*-value < 0.05 were considered rhythmic in JTK and MetaCycle. For CircaN, genes were considered rhythmic if they had a combined *q*-value of the estimated parameters (period and amplitude) below 0.05 and an R-squared ≥ 0.7. These results were then analyzed, and the number of true positives (TP), FP or false negatives was calculated for each algorithm.

### CircaN workflow

For the CircaN analysis we ran the following workflow that can be found at https://github.com/AndreaRP/CircaN. Briefly, first the expression data and the metadata corresponding to the sample (e.g. animal ID), time point and individual of each sample are introduced. The parameters that can be specified in the function include the algorithm for the NLS regression (Port, plinear or Gauss–Newton), the initial value for the period (set to the desired period for the target genes) and maximum and minimum periods to regress. The gene expression (X) of each gene *i* at each time point *t* is standardized as in (1):

(1) }{}$$\begin{equation*}\;{Z_{ti}} = \;\frac{{\left( {{X_{ti\;}} - \;{{\rm{\mu }}_i}} \right)}}{{{S_i}}}\end{equation*}$$

where μ is the average expression of the gene across time, and S its standard deviation. The time is given in hours.

The algorithm fits the data to the wave patterns as detailed in Figure 1B. The initial value for the amplitude is automatically calculated for each gene as the absolute value of half the range of its standardized expression. The initial value for the period can be manually specified; for our benchmarking we set it to 24 h, which is the default for CircaN. Of note, CircaN delivers the phase estimates as the actual phase, not the peak time of expression, which is different from other analytical tools. Next, CircaN calculates the R-squared, the AIC and BIC to assess the goodness of fit. It also computes the adjusted *P*-value for each estimated parameter. After this step, CircaN has seven potential results for each gene, one per theoretical circadian profile, according to (19), and on the next step it selects the fit with the lowest AIC as the best match and the rest are discarded. Finally, CircaN calculates the combined *P*-value of the period and amplitude parameters using Fisher's method (20) and its corresponding adjusted *P*-value by Benjamini–Hochberg Procedure (21). Fisher's procedure merges the probability values of each independent test into one statistic by means of the formula in (2):

(2) }{}$$\begin{equation*}\;X_{2k}^2 = \; - 2\mathop \sum \limits_{i\; = \;1}^k ln\left( {{{\rm{p}}_i}} \right)\;\end{equation*}$$

where p_i_ is the *P*-value of the ith hypothesis test.

### Sample processing for RNA-sequencing and raw data pre-processing

Mice were kept in a normal 12 h light/12 h dark controlled mouse facility and experimental procedures were approved by the Animal Care and Ethics Committee of CNIC and the regional authorities. Whole intact livers were harvested at zeitgeber times (ZT) 1, 5, 9, 13, 17 and 21, for all mice and snap-frozen in 1 ml of TRIzol each. Whole RNA was obtained subsequently using mechanical disruption (Polytron PT 6100; Kinematica) and chloroform extraction and cleaned up using silica-based spin columns (Qiagen) according to manufacturer instructions. RNA quality was checked using capillary electrophoresis (Agilent). Five mice per group were experimented upon, but only the best quality RNA from three of the mice from each group was submitted for whole RNA next generation sequencing in the Genomics Unit of CNIC. A total of 200 ng of RNA was used to generate barcoded RNA sequencing libraries using the NEBNext Ultra RNA Library preparation kit (New England Biolabs). Libraries were sequenced with HiSeq2500 (Illumina) to generate 50-nt single reads, with minimum of 8 million reads per sample. FastQ files for each sample were obtained using CASAVA v1.8 software (Illumina). Reads were further processed using the CASAVA package (Illumina) to demultiplex reads according to adapter indexes and to produce FastQ files. Read quality was determined with the application FastQC. For data analysis, sequencing adaptor contaminations were removed from reads using Cutadapt v1.7.1, and the resulting reads were mapped on the transcriptome (GRCm38 Ensembl gene-build 84) and quantified using RSEM v1.2. Only genes with counts in at least one sample were considered for statistical analysis. The R package limma v3.32.2 was used to normalize the estimated counts from RSEM. Raw data for the RNA sequencing analyses, as well as the normalized counts can be publicly accessed at the Gene Expression Omnibus (GEO; NCBI) with GEO accession no. GSE125867.

### Circadian analyses on biological data

We analyzed data from four different publications (7,11,22,23), and one in-house liver dataset. These data featured different cell types (liver tissue and epidermal stem cells) with varying sampling frequencies and lengths. We performed circadian analyses with CircaN, JTK as a standalone algorithm and MetaCycle 2d, using the combined results of JTK and LS. For all algorithms we established a minimum period of 20 and a maximum of 28. When necessary, we cropped longer datasets to adjust them to a 24 h time frame.

### Gene ontology analysis

All gene ontology (GO) analyses were made using David GO, focusing on the Biological Processes section of the results. We chose to perform a so-called Direct analysis, which provides GO terms that are directly annotated by the source database, without parent terms, and thus reduces the redundancy often found in these type of functional exploration by grouping terms belonging to the same hierarchy family together. For all the gene lists, only terms with an adjusted *P*-value (Benjamini) below 0.05 were considered to be ‘enriched’.

## RESULTS

### Detection of circadian genes using CircaN

CircaN fits a circadian-like curve to the data using NLS. NLS algorithms provide a numerical approximation to obtain the optimum value that minimizes the mean square error in non-linear models for which an analytical solution does not exist (24,25). To encompass the majority of possible expression kinetics featuring true circadian frequencies, we considered seven different oscillatory curve types as templates, namely cosine, cosine square, triangular, cosine plus linear, dampened cosine, cosine plus exponential and peak curves (Figure 1A) (19). CircaN takes the normalized gene expression data as input and performs a standardization to unify the data range. Each gene is then fitted to every curve pattern using NLS optimization to estimate its period, amplitude and phase. If replicates are available, a random effect is included in the model to account for sampling uncertainty, thereby improving the estimation of the parameters of interest, and *P*-values are then calculated for each parameter. Because the rhythmicity of circadian genes is mainly captured by the amplitude and the period parameters, we used Fisher's procedure to combine the *P*-values for both the amplitude and the period, as an overall estimate of each gene's oscillatory behavior. Finally, this new combined *P*-value is corrected for multiple testing using the Benjamini–Hochberg procedure (21). CircaN also provides statistics of the goodness of the fit; for instance, both the Akaike and Bayesian Information Criteria are provided (AIC; BIC, respectively), as well as the R^2^, along with the estimation of the parameters for the curve that best fit the data (Figure 1B). Using the adjusted combined *P*-value and the R^2^ we obtain a reliable list of circadian genes. An additional feature of our NLS model is that it can be used with uneven sampling data, i.e. when the samples have been collected at irregular intervals, or when there are missing time points or replicates.

### CircaN detects circadian genes with larger amplitude and replicate variability

In order to test the performance of our NLS algorithm, we used different datasets from publicly available studies, as well as from an in-house circadian RNA sequencing dataset. 

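For the in-house dataset, whole livers were collected from mice kept in a light/dark cycle at zeitgeber times (ZT) 1, 5, 9, 13, 17 and 21, where ZT counts the hours after the lights come on. RNA from 3 mice was sequenced at each of the 6 time points. Each mouse gave 1 liver, so the 18 livers come from 18 animals and no animal was followed over time. The paper's methods state that more mice were kept in each group and that those with the best RNA were sequenced. The authors removed adapters from the reads, assigned the reads to Ensembl genes of the GRCm38 genome with RSEM, which gives estimated counts because it divides reads that match several genes, and normalized these with limma. The deposited table holds normalized values of 14451 genes on a linear scale. From the values themselves, each equals an estimated count plus 0.5 reads, scaled to 1000000 reads of an effective library size set by the authors. The lowest value of a liver therefore stands for 0 reads, and it lay between 0.0208 and 0.0478. Of the 14451 genes, 14449 were above this lowest value in at least 1 liver and were tested.

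The total of estimated reads on genes, recovered from the lowest value of each liver, ranged from 10268168 to 23242842, with a median of 12078875. The paper states its minimum depth per sample as sequenced reads, and in units of 1000000 reads it is 8, against a lowest total on genes of 10.27. By time point, the totals ran from 10747428 to 14523185 (median 11265318) at ZT1, from 11602598 to 23242842 (median 14378658) at ZT5 and from 10268168 to 11641015 (median 10540312) at ZT9. In the dark phase they ran from 11501500 to 15457407 (median 12219597) at ZT13, from 12442234 to 15204349 (median 15184364) at ZT17 and from 11489612 to 13251350 (median 11938153) at ZT21. Albumin (Alb) had the highest value in every liver, with 5.14% to 7.53% of the total. Across genes, the Pearson correlation of log2(value + 1) had a median of 0.989 between livers of the same time point and 0.980 between livers of different time points. No 2 livers held identical values. For the 18 pairs of livers of the same time point, the mean chi-square per gene was between 2.55 and 6.52, where 1 is the sampling noise of the reads, so no pair differed by as little as reads drawn again from 1 library. Each liver was counted as 1 replicate because the labels give each its own mouse.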

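CircaN, JTK and MC were written again from the paper's description, and the published packages were not run. They were applied to the normalized values with periods between 20 and 28 h. CircaN fitted its 7 curves to each gene, with the shapes and constants of the curves read from Figure 1A, and called a gene with a combined q-value below 0.05 and an R-squared of at least 0.7. Its random effect was left out, since no animal was sampled at more than 1 time point. JTK was run with periods of 20, 24 and 28 h, MC combined the JTK *P*-value with that of Lomb–Scargle by Fisher's procedure, and both called a gene at a q-value below 0.05.

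The time labels were checked with 17 core clock and clock output genes. Arntl (ENSMUSG00000055116), which encodes BMAL1 and lies on chromosome 7 of GRCm38 from 113207465 to 113314126, was highest at ZT1, with a normalized value of 31.6 ± 1.88 (SD, n = 3), and lowest at ZT9, with 1.31 ± 0.296 (SD, n = 3). Nr1d1 (ENSMUSG00000020889, chromosome 11 from 98767932 to 98775333), a repressor of Arntl, was highest at ZT5, with 117.2 ± 25.0 (SD, n = 3), and lowest at ZT17, with 1.57 ± 0.739 (SD, n = 3). Per2 (ENSMUSG00000055866, chromosome 1 from 91415982 to 91459324) rose from 12.2 ± 1.30 (SD, n = 3) at ZT1 to 102.5 ± 8.97 (SD, n = 3) at ZT13. Dbp (ENSMUSG00000059824, chromosome 7 from 45705088 to 45710203) had the largest ratio of peak to trough among the 17 genes, from 0.308 ± 0.148 (SD, n = 3) at ZT1 to 110.6 ± 3.71 (SD, n = 3) at ZT9. For each of these 4 genes, the lowest of the livers at the peak was above the highest of the livers at the trough. Over the 17 genes the ratio of the highest to the lowest time point mean was between 2.09 and 359.

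All 3 algorithms called 14 of the 17 genes. Over the alternative settings, Nfil3 fell to 1 algorithm, and the others of the 14 stayed at 2 or 3. The number for Nfil3 changed in 3 of 14 settings. Bhlhe41 was called by CircaN and MC, and its number changed in 4 of 13 settings, between 1 and 3. Per1 was called by CircaN only, with an R-squared of 0.835 and a best period at the limit of 20.0 h, and by none of the algorithms when CircaN was restricted to its cosine curve or fits at a period limit were not called. The number of algorithms that called Per1 changed in 5 of 14 alternative settings and rose to 3 with equal cosines taken as 1 group in the JTK null. Cry2 was called by none, with a CircaN q-value of 0.215 at an R-squared of 0.713 and q-values of 1.0 in JTK and MC. With each liver compared with the others of each time point over the 17 genes, 17 of the 18 livers were nearest to their own time point, and the liver of mouse 9 at ZT5 was nearest to ZT9.

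**Figure D1:**
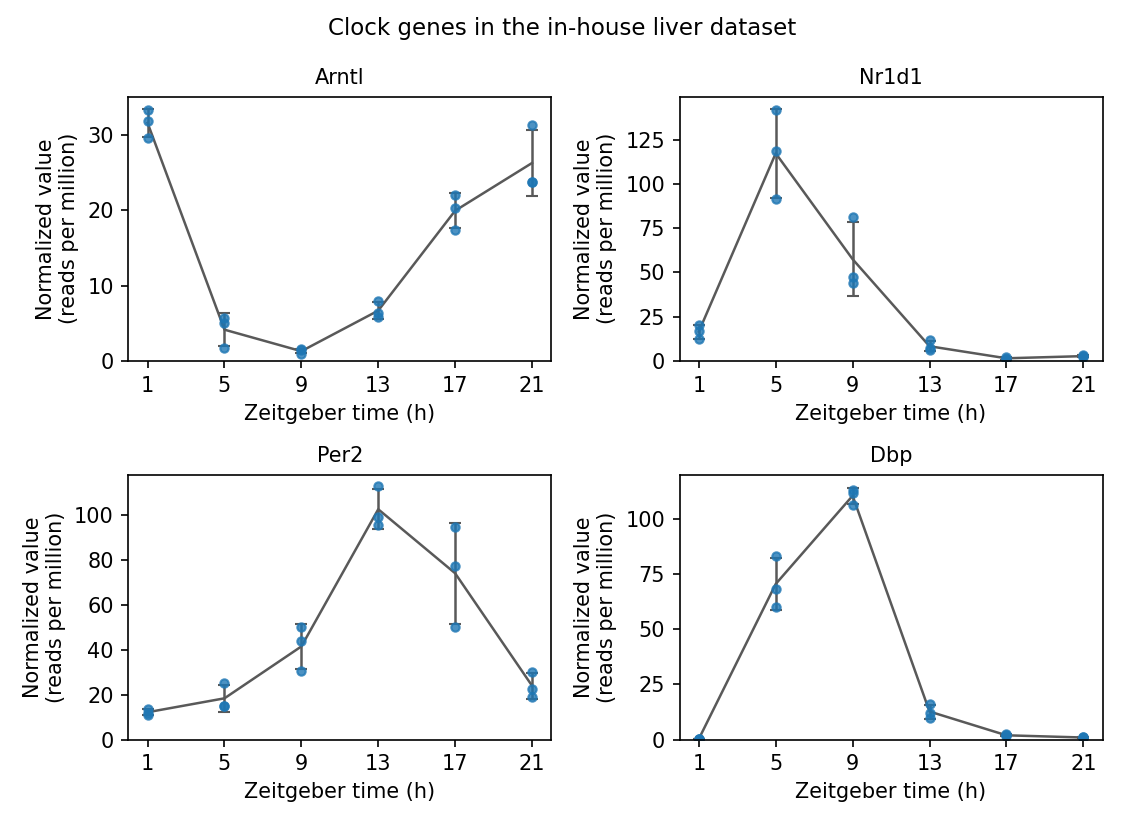
Normalized values (reads per 1000000) of Arntl, Nr1d1, Per2 and Dbp against zeitgeber time in hours, in the 18 livers of the in-house dataset. Points are single livers, the line joins the means of the 3 mice at each time point and the bars are ± SD. Arntl is highest at ZT1, Nr1d1 at ZT5, Dbp at ZT9 and Per2 at ZT13.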

We selected data with experimental setups as diverse as possible, featuring different total lengths, sampling frequencies, number of replicates and sequencing technologies (Figure 2A), and performed a comparative analysis using CircaN and the two most widely used algorithms in the field, JTK and MC. We initially sought to establish the performance of each algorithm in 24 h-long circadian datasets, which are common in research with mammals (mostly mice), from two different studies (7,22), as well as an in-house dataset of circadian gene expression in the mouse liver. (Figure 2A). We first analyzed a mouse whole liver RNAseq dataset, with sampling every 4 h for 24 h. Analysis of this dataset (Yang *et al.*; (22)) revealed that although many circadian genes were detected by all three algorithms (1837), MC and JTK captured an additional 1512 genes. While this overlap was expected given that JTK is incorporated into the MC model, JTK captured 529 additional genes that were missed by MC. Notably, CircaN further detected unique 983 genes that were undetected by the non-parametric methods (Figure 2B).

**Figure 2.**
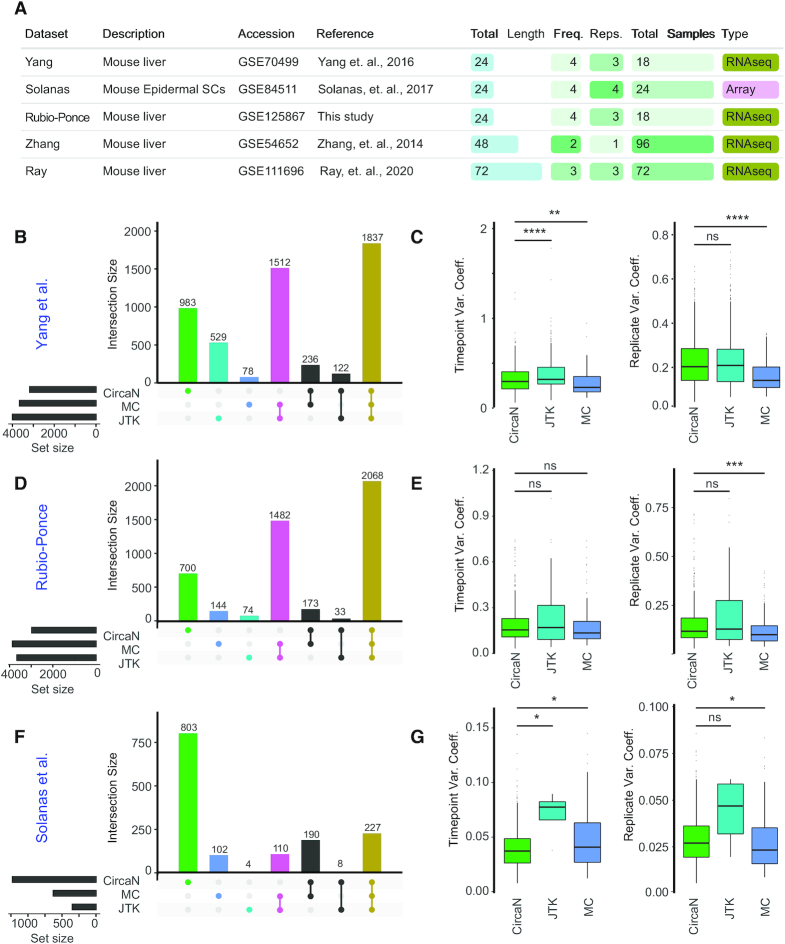
Non-redundant mining of circadian genes across algorithms. (**A**) Table with analyzed dataset configurations. (**B**) Upset plot depicting the concordance of detected genes in the Yang *et al.* dataset (24 × 4 × 3) and (**C**) the variation coefficients between time points and replicates. (**D**) Upset plot depicting the concordance of detected genes in the Rubio-Ponce dataset (24 × 4 × 3) and (**E**) the variation coefficient between time points. (**F**) Upset plot depicting the concordance of detected genes in the Solanas *et al.* dataset (24 × 4 × 3), and (**G**) the variation coefficient between timepoints. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05, ns = not significant as determined by a Wilcoxon Test.

We used the results from this first dataset to search for possible causes underlying the differential performance of each method. In particular, we examined the possibility that the identification of circadian patterns in genes was associated with variability of gene expression within and across time points. Variability between time points is a measure of the amplitude, while inter-replicate variability reports technical or biological noise. Hence, we calculated the coefficient of variation (CV) between time points and between replicates for the sets of genes uniquely identified by each algorithm. We found that CircaN and JTK allowed for larger variability between replicates than MC, which in contrast was able to identify circadian genes with smaller amplitudes (Figure 2C). 

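In the in-house liver dataset, all 3 algorithms called 1658 of the 14449 genes tested. MC and JTK, but not CircaN, called 372 genes, and CircaN and MC, but not JTK, called 336. CircaN alone called 285 genes, MC alone 295 and JTK alone 16, and there was no gene called by CircaN and JTK but not MC. JTK called 2046 genes in all. Of the 372 genes shared by MC and JTK, 361 (97.0%) had a CircaN q-value below 0.05 and 1.3% had an R-squared of 0.7 or more. The median R-squared of these genes was 0.655, against 0.812 for the genes called by all 3 algorithms and 0.734 for the genes called by CircaN only. The CircaN only genes were fitted best by the peak curve in 114 cases and by the curve drawn as Cosine2 in Figure 1A in 109, and by the plain cosine in 3. The counts depended on the thresholds, on how MC combined its *P*-values, on the JTK null and on the CircaN curves. With equal cosines taken as 1 group in the JTK null, MC and JTK shared 1159 genes and CircaN alone called 136. With the CircaN cosine curve alone these counts were 563 and 13. With a q-value below 0.01, all 3 algorithms called 316 genes, MC and JTK shared 3 and CircaN alone called 942, and with a correlation of 0.7 in place of an R-squared of 0.7 CircaN alone called 2947. With Bonferroni in place of Fisher's procedure in MC, CircaN and MC shared no gene that JTK did not call, MC alone called 0 genes, JTK alone called 299, and CircaN and JTK, but not MC, called 530.

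Single genes were taken by rule from the combinations of algorithms. For the genes called by all 3 algorithms it was Dbp, with an R-squared of 0.990 and a peak curve. Trp53inp1 (ENSMUSG00000028211, chromosome 4 from 11156431 to 11174379), shared by MC and JTK, was high at ZT1 with 74.7 ± 14.1 (SD, n = 3) and at ZT21 with 74.7 ± 25.1 (SD, n = 3), and low at ZT13 with 26.8 ± 8.78 (SD, n = 3). Its R-squared was 0.689, and CircaN called it as well when the values were put on a log2 scale. Jade1 (ENSMUSG00000025764, chromosome 3 from 41555731 to 41616864), shared by CircaN and MC, was at 61.0 ± 5.5 (SD, n = 3) at ZT5 and 54.3 ± 5.97 (SD, n = 3) at ZT9, and between 24.4 and 25.8 at the other time points, with an R-squared of 0.956 and a JTK q-value of 0.195. MC no longer called Jade1 with a q-value below 0.01, with Bonferroni in place of Fisher's procedure or in a fit that left out 1 liver. Dnajb1 (ENSMUSG00000005483, chromosome 8 from 83608193 to 83612653), which encodes a heat shock protein of the HSP40 family and was called by CircaN only, rose to 46.0 ± 8.10 (SD, n = 3) at ZT13 from 16.6 ± 1.77 (SD, n = 3) at ZT9. Its best fit was a peak curve with a period at the limit of 20.0 h, and it was not called without such fits or with the cosine curve alone. With equal cosines taken as 1 group in the JTK null, 2 algorithms called Dnajb1, and the other 11 of 14 settings left the number at 1. Lpar2 (ENSMUSG00000031861, chromosome 8 from 69822429 to 69831102), called by MC only with a q-value of 0.0140, rose from 0.850 ± 0.249 (SD, n = 3) at ZT17 to 3.54 ± 1.02 (SD, n = 3) at ZT9, and its CircaN q-value was 0.0669 at an R-squared of 0.871. The algorithms calling Lpar2 changed in 7 of 13 alternative settings.

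**Figure D2:**
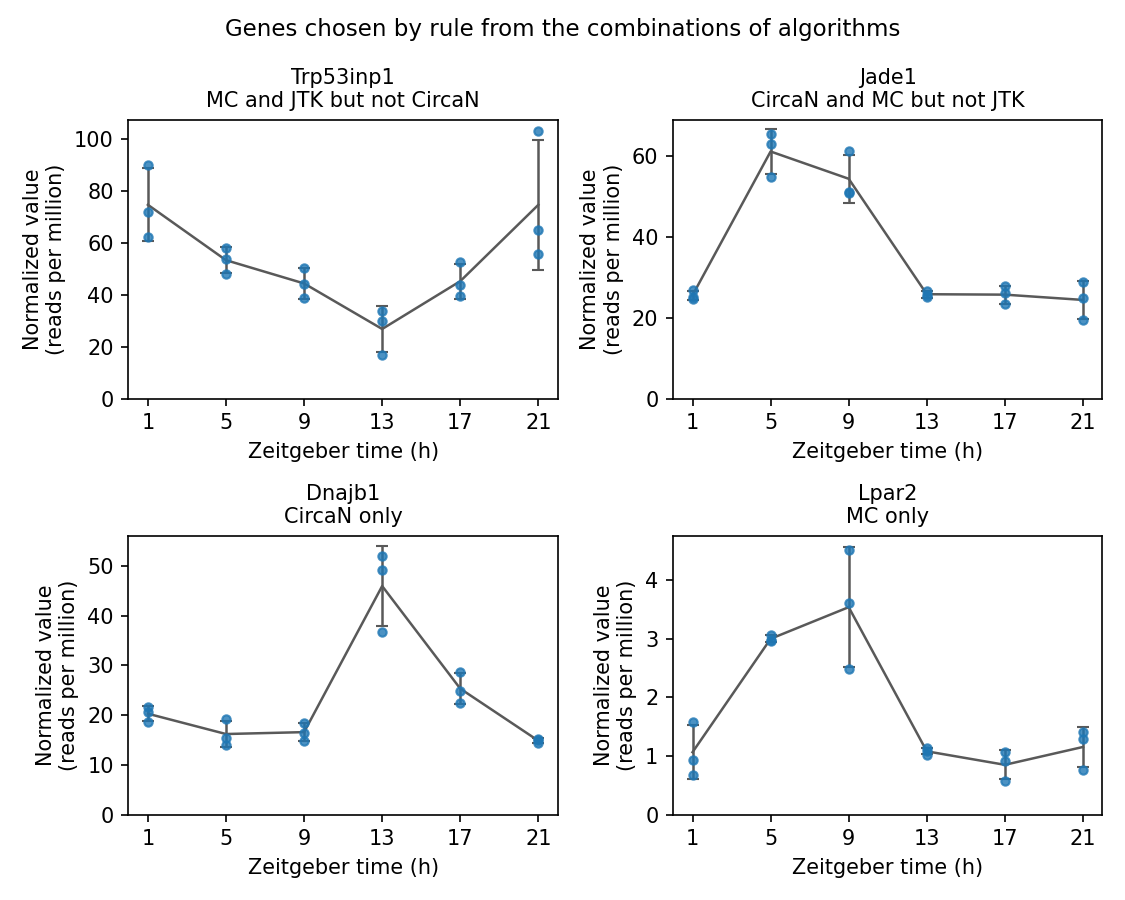
Normalized values (reads per 1000000) against zeitgeber time in hours for Trp53inp1, Jade1, Dnajb1 and Lpar2, each taken from another combination of algorithms. Points are single livers, the line joins the means of the 3 mice at each time point and the bars are ± SD. Dnajb1 stands out at ZT13, and Jade1 at ZT5 and ZT9.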

Analysis of a second, in-house generated dataset of the circadian liver transcriptome yielded similar results (Figure 2D): strong coincidence of genes identified by the three methods (2068 genes), a large number of genes shared by MC and JTK (1482), but not CircaN and a noticeable set of genes detected only by CircaN but none of the other two algorithms (700). The characteristics of the genes detected by each method followed the same trend than the previous dataset: CircaN captured genes with larger amplitude and more variability between replicates than MC (Figure 2E). 

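The CV between time points was taken as the SD of the 6 time point means over their mean, and the CV between replicates as the mean over time points of the SD over the mean of the 3 mice. The median CV between time points was 0.182 for the genes called by CircaN only (quartiles 0.122 and 0.311) and 0.148 for the genes called by MC only (quartiles 0.102 and 0.205). The difference of 0.0343 was larger than 0 by the test used in the paper (two-sided Wilcoxon rank-sum test across genes, n = 285 and n = 295 genes, p = 3.38e-07, and 3.38e-06 after Benjamini–Hochberg adjustment over 10 comparisons), and the CircaN gene had the higher CV in 62.2% of pairs. The median CV between replicates was 0.0992 in both sets, with no difference found (n = 285 and n = 295 genes, p = 0.686, the same after adjustment) and the CircaN gene higher in 51.0% of pairs. Genes are not independent replicates, so these tests describe the gene sets. The sets also differ by the call rule, since every CircaN only gene had an R-squared of at least 0.7, against 2.4% of the MC only genes. The genes called by JTK only had a median CV of 0.318 between time points and 0.221 between replicates. Both were above those of the MC only genes (n = 16 and n = 295 genes, p = 0.000532 and p = 0.000449, 0.00177 for each after adjustment). The JTK only medians were unstable. In fits that left out 1 liver they ran from 0.122 to 1.712 between time points and from 0.103 to 0.601 between replicates. The set then held 0 to 9 genes. For the genes called by all 3 algorithms the medians were 0.206 between time points and 0.0877 between replicates. Compared with them, the CircaN only genes had a lower CV between time points and a higher CV between replicates (n = 285 and n = 1658 genes, p = 0.00754 and p = 0.00120, or 0.0126 and 0.00240 after adjustment). By the same test, the CircaN only genes had a lower CV between replicates than the genes shared by MC and JTK (median 0.108, n = 372 genes, p = 0.00884, 0.0126 after adjustment). It was also lower than that of the JTK only genes (n = 16 genes, p = 0.00115, 0.0024 after adjustment). The difference between CircaN only and MC only genes between time points was positive and past the test's threshold in 11 of 14 alternative settings and in 15 of the 18 fits that left out 1 liver. It changed sign under other thresholds, to -0.0528 with a q-value below 0.01, where MC only held 53 genes, and to -0.0932 with a correlation of at least 0.7, where MC only held 10. The paper takes the variability between time points as a measure of the amplitude and the variability between replicates as technical or biological noise, and it reads the amplitude and the noise of the genes that each algorithm captured from these CVs in Figure 2E.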

Contrasting with these RNA sequencing analyses, in an additional microarray dataset (Solanas *et al.*; (7)) the number of genes detected by all three algorithms was low (227) (Figure 2F). Notably, in this set CircaN outperformed the other algorithms with 803 unique circadian genes detected, while JTK and MC captured very few specific genes individually (4 and 102, respectively), and 110 genes were detected by both. Once more, the CV across time points was smaller for the genes detected by CircaN than by MC or JTK, but the CV between replicates remained higher than that of the genes detected by MC (Figure 2G). These results might be the consequence of the ‘noisier’ nature of microarray data versus NGS data (26).

Heatmaps of the different collection of genes revealed circadian-like patterns for genes that had been missed by the other algorithms. (Figure 3A and B). Additionally, the R^2^ values of the genes detected by CircaN show the close fit of the genes detected by CircaN to circadian curves. (Supplementary Figure S1a). Thus, the different algorithms identify common as well as distinct gene sets featuring circadian dynamics: CircaN is able to detect rhythmic patterns with a higher degree of noise between replicates, thereby identifying genes with more subtle changes across time. This feature critically allows identification of a substantial number of circadian genes not detected by existing methods, as clearly illustrated in the microarray dataset (Figure 3C and D; Supplementary Figure S1b). MC, in turn, is less permissive with the experimental and biological noise but it is able to detect weaker circadian oscillations.

**Figure 3.**
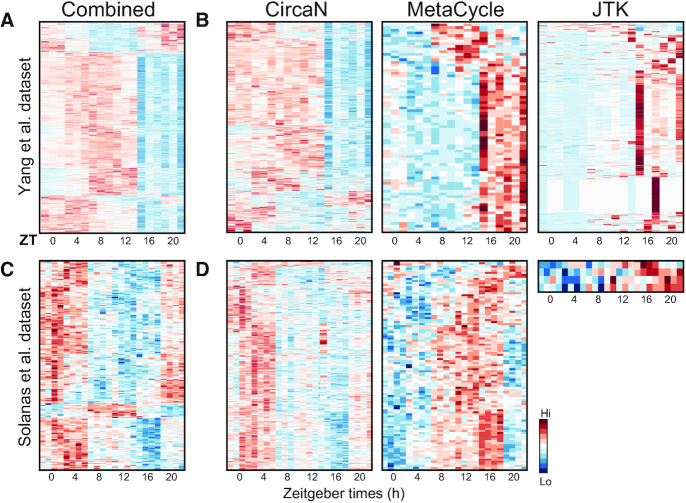
Visualization of common and unique gene profiles detected by each algorithm. (**A**) Heatmap of the genes detected as circadian by all three tested algorithms in the Yang *et al.* dataset. (**B**) Heatmap of the circadian genes detected by CircaN, MetaCycle or JTK, respectively, in the Yang *et al.* dataset. (**C**) Heatmap of the genes detected as circadian by all three algorithms in the Solanas dataset. (**D**) Heatmap of the circadian genes detected by CircaN, MetaCycle or JTK, respectively, in the Solanas dataset. Please see Supplementary Figure 1 for R^2^ values of the detected genes shown here.

### CircaN outperforms non-parametric methods in 24-h experiments when biological replicates are limiting

To further assess the performance of each algorithm in different experimental setups, we next analyzed datasets with varying sampling lengths and frequency, as well as number of replicates. In the Zhang dataset (11), which sampled every hour for 48 h (Figure 2A), we found that most oscillating genes were detected by all algorithms (3108 genes), some only captured by CircaN (667), and others were detected only by both MC and JTK (578) (Figure 2A). *In silico* reduction of this data into a 24 h-long experiment, with only one sample every hour, yielded completely different results (Figure 2B). While JTK or MC detected very few genes, CircaN detected over 6800 circadian genes. Similarly, when we analyzed a 72 h-long dataset ((23).; Figure 2C), CircaN detected fewer genes while JTK and MC both captured over 6000 genes. Interestingly, when these data were cropped to a 24-h setting, the results were again similar to the Yang and Rubio-Ponce datasets (Supplementary Figure S2d).

Together, these observations reveal that JTK, MC and CircaN feature strikingly different strengths and weaknesses in identifying *bona fide* circadian genes, depending of the noise, robustness of the circadian pattern and sampling scheme. Since these features cannot be known beforehand, we next examined whether optimal circadian transcript mining could be achieved by the routine combination of non-parametric (MC) and parametric (CircaN) approaches.

### Combination of non-parametric and NLS models optimizes discovery of circadian programs in tissues

To assess the robustness of circadian data mining with the different methods, we submitted the gene lists identified by CircaN and MC separately or in combination for pathway analysis. In the Yang *et al.* dataset, the combined list of genes resulted in more biological terms than either of the analyses separately (Figure 4A and B). Moreover, virtually all terms enriched in the combined analysis assembled under relevant categories for liver function, such as lipid metabolism, autophagy, insulin signaling pathway and circadian rhythms (Supplementary Table S1). Similarly, the analysis of the genes detected with the combined strategy for the Rubio-Ponce dataset yielded new functional pathways (GO terms) than either of the separate lists (Figure 4C and D). 

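The list of CircaN held 2279 genes of the in-house liver dataset and the list of MC held 2661, and the enrichment of terms in these lists was not analysed here. The terms below are the paper's, from its Supplementary Table 2, which was made with the paper's own lists. The paper reports 56 terms for the CircaN list, 52 for the MC list and 70 for the combined list, of 89 terms in all. Of the paper's 70 terms of the combined list, 8 were in neither of the separate lists. Conversely, 18 terms of the paper's CircaN list and 1 term of its MC list were absent from the combined list. Among the paper's 8 terms, the lowest adjusted *P*-values were 0.00262 for ER-associated ubiquitin-dependent protein catabolic process (fold enrichment 2.28), 0.00279 for Golgi organization (fold enrichment 2.06) and 0.00293 for positive regulation of apoptotic process (fold enrichment 1.47). Cholesterol homeostasis had an adjusted *P*-value of 0.0149 in the paper's table, with a fold enrichment of 2.07. The median fold enrichment in the paper's table is 2.12 over the terms of the CircaN list, 1.97 over those of the MC list and 1.95 over those of the combined list. The paper's table has 27 terms in all 3 lists, of which 13 had a lower adjusted *P*-value in the combined list than in both others.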

Again, most terms in the combined list were relevant for liver function (Supplementary Table S2). Thus, combination of MC and CircaN is superior at identifying a substantially higher number of circadian genes and relevant functional pathways.

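In the in-house dataset, CircaN and MC together called 2946 genes. As a reference on the log scale, a cosine of 24 h was fitted to log2(value + 1) of each gene with limma, which called 5103 genes at a Benjamini–Hochberg adjusted *P*-value below 0.05. These included 2880 (97.8%) of the combined list, 247 (86.7%) of the genes called by CircaN only and 284 (96.3%) of those called by MC only. The limma fit used the same livers and time labels as the calls, so these shares are not an independent test of them. Among the genes that no algorithm called, 2211 of 11487 (19.2%) had a limma rhythm. When each liver was left out in turn, the combined list held between 2573 and 2912 genes. With CircaN's threshold set to a correlation of at least 0.7, which moved the combined list most, it held 5615.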

**Figure 4.**
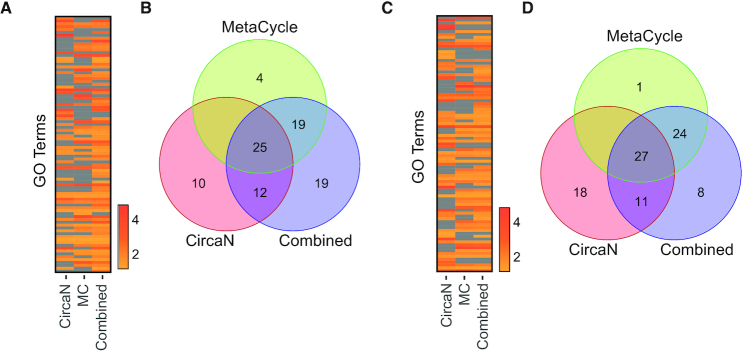
Combination of non-parametric and NLS models improves identification of biological pathways. (**A**) Fold-change in the GO analysis for the terms that were significant enriched (Benjamini < 0.05) in the gene lists of each separate algorithm, and the combined strategy from the Yang *et al.* dataset. (**B**) Venn Diagram shows the overlapping and unique terms found for each algorithm for the Yang dataset. (**C** and**D**) Same analyses as in (A) for the Rubio-Ponce liver dataset. Scales show fold-enrichment.

### Optimal signal-to-noise performance with the combined approach

An obvious caveat of approaches that identify large numbers of genes is that non-circadian events (i.e. FP) can be incorporated and generate biological noise, bias pathway analyses and confound interpretation of the data. To get an estimation of the proportion of FP genes that were introduced by our combined strategy, we built an *in silico* dataset (Supplementary Table S3) in which genes with *bona fide* circadian behavior were pre-determined. We generated a dataset containing 10 000 genes, of which 30% had a type of circadian behavior randomly selected from the different curves shown in Figure 1A, plus a cosine wave with a random outlier point, to assess the performance when there is an outlier in the temporal series. To further reproduce a realistic scenario, transcript values were generated with different variabilities across time points and across replicates in a 24-h experiment, with different sampling frequencies (every 2, 3 and 4 h). Using this approach, we successfully identified virtually all circadian genes from our dataset (98.2–99.2%) and, more importantly, we obtained very low rates of FP gene detection, regardless of the sampling frequency (0.8–3.1%) (Figure 5A–C). Detailed analyses further demonstrated that the majority of *TP* genes were identified by the combination of all three algorithms, while false positivity was more common for individual algorithms, especially at low sampling frequencies (Figure 5C). Thus, by combining strategies that exploit different statistical strengths, we significantly extend the efficient mining of circadian genes in multiple experimental datasets, with almost complete identification of the circadian transcriptome.

**Figure 5.**
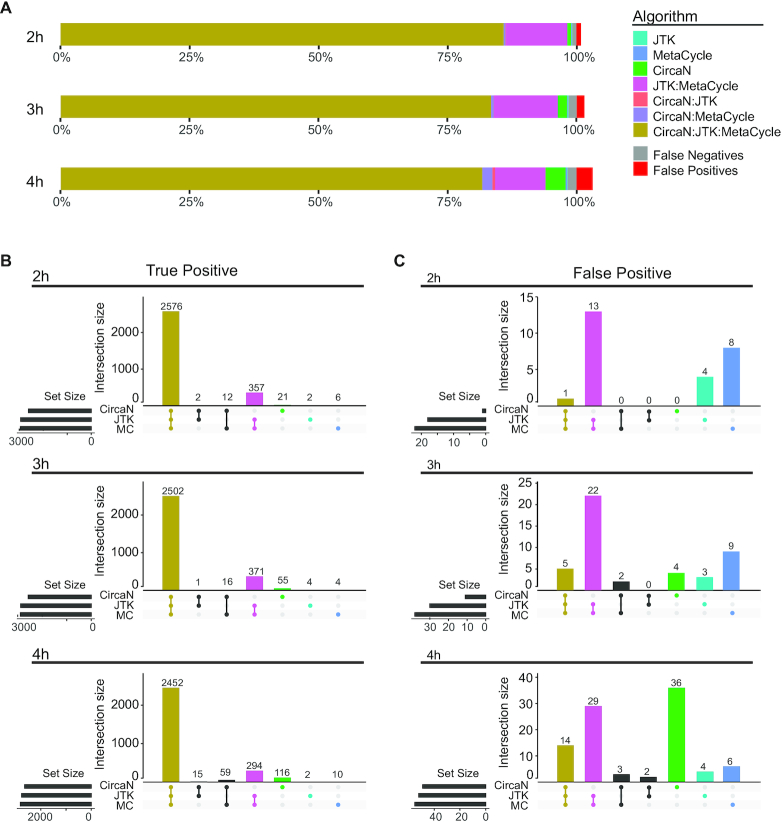
Reduced FP counts using combined modeling. (**A**) Stacked bar plot showing the genes detected in the *in silico* dataset by each algorithm, as well as the amount of FP genes obtained with the combined analysis. Each bar represents a different sampling interval (2, 3 or 4 h) for a 24 h long dataset. (**B**) Upset plots of the TP counts for each algorithm. (**C**) Upset plots of the FP counts for each algorithm.

## DISCUSSION

Adjusting a non-linear mixed model to the data generated in circadian experiments is, together with time-series analysis, the most natural statistical approach to the detection of circadian patterns from experimental observations. However, economical and ethical concerns and the inherent noise of gene expression data have made non-parametric methods (13) emerge as the tool of reference. Non-parametric tests are known to have less statistical power than parametric ones, and this drawback is typically overcome by using unadjusted *P*-values, especially for microarray data, which usually produce noisier data than NGS (7), or by integrating *P*-values from different methods (14), which represent a relaxation of statistical standards and, more importantly, may introduce biological noise. Here, we have developed a robust computational approach for the identification of circadian genes from transcriptomic data. Our method adds to previously existing algorithms in studies with mammalian models or in other experimental setups in which the available number of individuals is limited, and also when it is necessary or advantageous to use uneven sampled data. Other methods, such as Lomb–Scargle, also offer the possibility to analyze uneven sampling but perform poorly as stand-alone algorithms, particularly in short-term experiments (in-house testing; not shown), whereas commonly used non-parametric models such as JTK do not allow uneven sampling. CircaN analyzes the data generated in gene expression experiments and fits a wide range of curve types, through NLS modeling, to obtain estimates from each fitted curve. It then automatically selects the model that best fits the actual data and presents the corresponding estimation for period, phase and amplitude, along with several metrics regarding the goodness of fit.

The inconsistent performance of the most widely used circadian algorithms on different datasets inspired the development of CircaN. We reasoned that, as a parametric method, it would have the statistical power to detect rhythmic patterns in a broader range of data distributions. Indeed, in our own systematic analysis of several biological datasets, we have found that while MetaCycle is generally able to detect genes with lower amplitudes than either JTK or CircaN, it requires data with low CV across replicates, i.e. a smaller amount of technical and biological noise. When confronted with data of a more variable nature, such as those generated from biological samples (including live animals or patients), the detection of circadian genes using MC drops dramatically. In contrast with these methods, CircaN’s performance is comparatively stable in all the tested datasets. This effect is particularly evident when testing highly variable data, such as microarray-based experiments, where CircaN alone detected 56% of all captured genes. Because the sampling frequency and number of replicates are a strong source of variability, we addressed this important issue by testing several configurations. As expected, *in silico* data show that sampling frequencies closely correlate with overall performance, specifically with the number of FPs detected. Based on our results, we recommend that a minimum of six time points with three replicates be collected for an accurate analysis.

A key conclusion of our study is that the combined use of CircaN and MetaCycle maximizes the detection of circadian genes, without escalating the number of FPs, as shown by analysis of our *in silico* dataset. Importantly, the combined use of non-parametric and NLS-based models optimizes the results and allows a much more stable performance in a wide range of experimental conditions, and should be amenable and simple to use for those interested in dissecting biological patterns in the mammalian transcriptome. This functionality is included into a CircaN R package by means of the *full_mode_analysis* function, which runs all three methods and combines the results into a single file. CircaN is freely available to the community as an R package (https://github.com/AndreaRP/CircaN).

Although we have only tested CircaN with transcriptomics data here, our method should be equally useful for other types of omics data, such as proteomics or epigenomics datasets that display similar circadian variations in quantifiable parameters (protein or chromatin/DNA modifications). Thus, CircaN, alone or in combination with non-parametric algorithms, provides an extremely valuable tool for the identification of circadian parameters under real-life situations, in which the number of samples is typically limited, without significant loss of biological information.

## DATA AVAILABILITY

Raw data for the RNA sequencing analyses as well as the normalized counts can be publicly accessed at the Gene Expression Omnibus (GEO; NCBI) with GEO accession no. GSE125867.

## Supplementary Material

lqab031_Supplemental_Files Click here for additional data file.

# Supplementary material for: Combined statistical modeling enables accurate mining of circadian transcription
**Source:** NAR Genom Bioinform. 2021 Apr 26;3(2):lqab031. doi: 10.1093/nargab/lqab031

**a**

Yang et. al. dataset

 $R^2$ 1.00  
0.75  
0.50  
0.25  
0.00

Intersection

CircaN

MC

JTK

**b**

Solanas et. al. dataset

 $R^2$ 0.8  
0.4  
0.0

Intersection

CircaN

MC

JTK

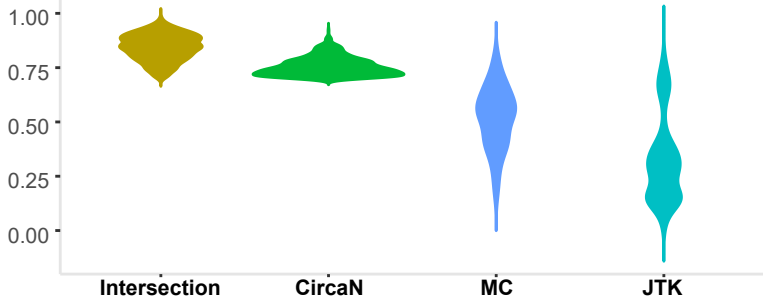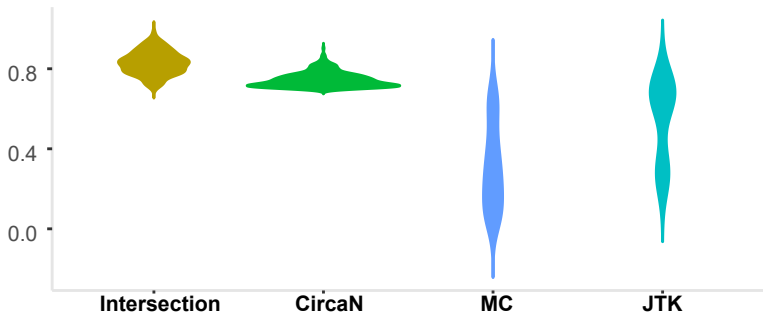

**Supplement:** lqab031_Supplemental_Files

# Supplementary material for: Combined statistical modeling enables accurate mining of circadian transcription
**Source:** NAR Genom Bioinform. 2021 Apr 26;3(2):lqab031. doi: 10.1093/nargab/lqab031
**Supplement:** lqab031_Supplemental_Files

## Supplementary Information

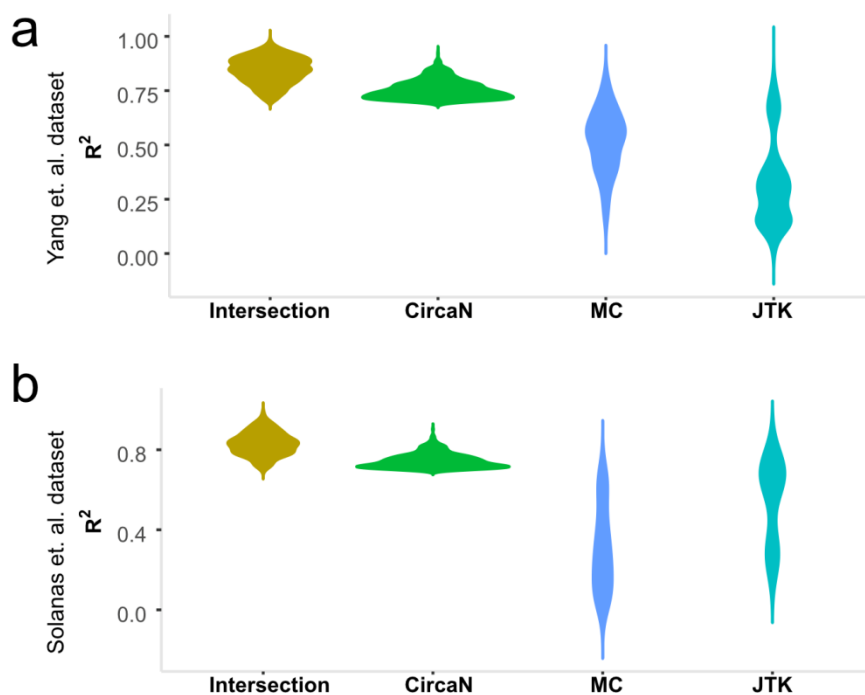

**Supplementary Figure 1.  $R^2$  values of the detected genes. (A)**  $R^2$  values for each of the sets of genes detected by all three algorithms (Intersection), CircaN, MetaCycle (MC) and JTK, in the Yang dataset shown as heatmap in Figure 3. **(B)**  $R^2$  values for each of the sets of genes detected by all three algorithms (Intersection), CircaN, MetaCycle (MC) and JTK, in the Solanas dataset, shown as heatmap in Figure 3.

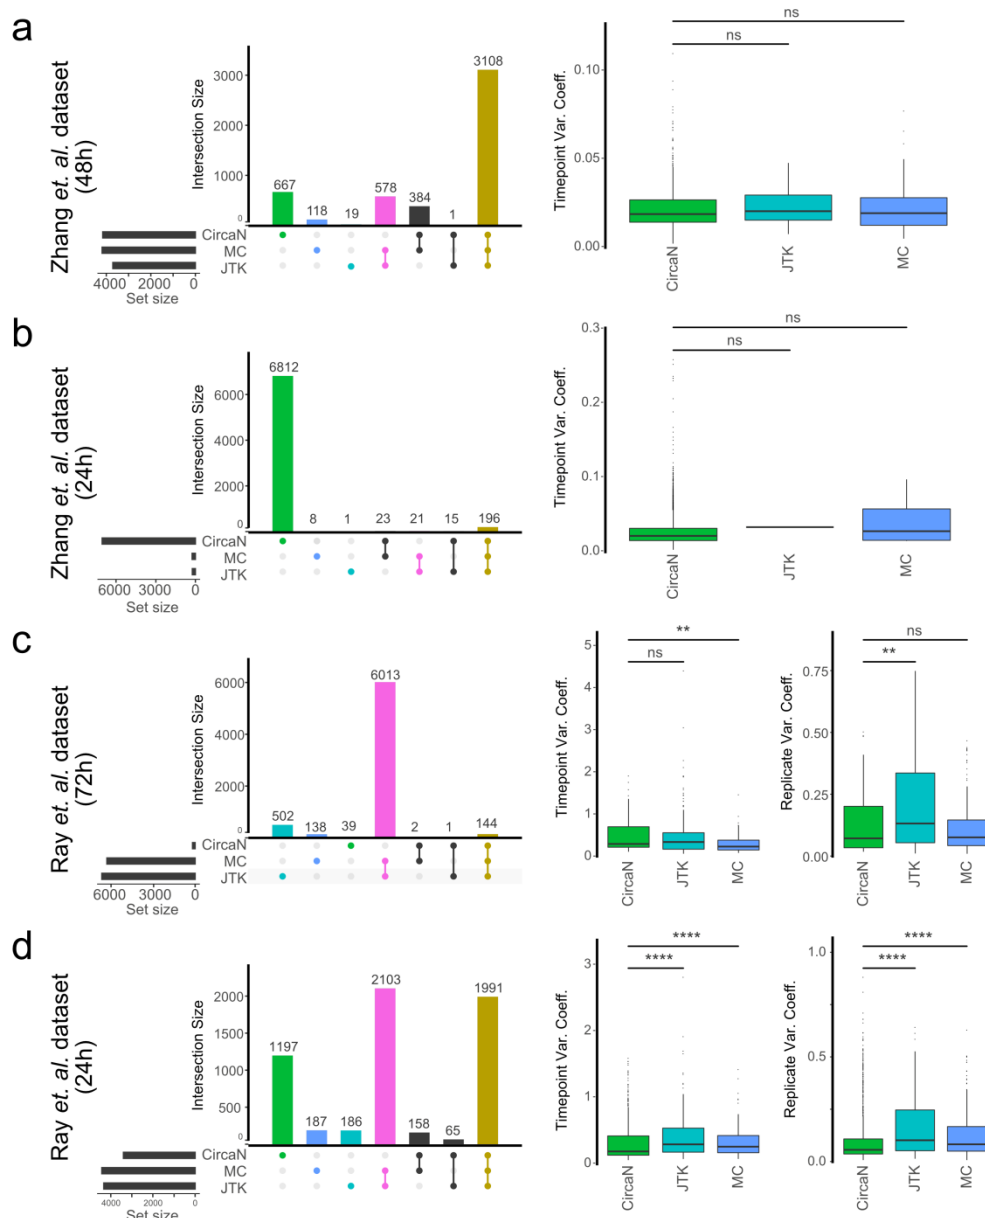

**Supplementary Figure 2. Non-redundant mining of circadian genes across algorithms (extended).** (A) Upset plot depicting the concordance of detected genes in the Zhang dataset (48x1x1) on the left, and the variation coefficient between timepoints and replicates. (B) Upset plot depicting the concordance of detected genes in the Zhang dataset (24x1x1) on the left, and the variation coefficient between timepoints and replicates. (C) Upset plot depicting the concordance of detected genes in the Ray dataset (72x4x3) on the left, and the variation coefficient between timepoints and replicates. (D) Upset plot depicting the concordance of detected genes in the Ray dataset (24x3x3) on the left, and the variation coefficient between timepoints and replicates. \*\*\*\*p<0.0001, \*\*\*p<0.001, \*\*p<0.01, \*p<0.05, ns=not significant as determined by a Wilcoxon Test.

## Supplementary Tables

**Supplementary Table 1. Yang dataset GO Terms file.** Go terms analysis of the MC and CircaN combined results from the Yang et al. dataset.

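Each line of this table is a GO term of the Biological Processes section. Beside the term, it gives the adjusted *P*-value (Benjamini) and the fold enrichment in the CircaN list, in the MC list and in the combined list. A pair of values is left empty where the term was not enriched in that list, and a last column marks the terms that only the combined list gave. The fold enrichment divides the share of a gene list that carries a term by the share of the background that carries it. The expression data of Yang *et al.* were not analysed here.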

**Supplementary Table 2. 

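The supplementary table on the in-house liver dataset has the same columns, with the terms of the genes that CircaN called, of those that MC called and of the genes called by either. A term that lost its place when the lists were combined has values for a separate list and none for the combined list, so the table shows terms gained and terms lost.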

Rubio-Ponce dataset GO Terms file.** Go terms analysis of the MC and CircaN combined results from the Rubio-Ponce et al. dataset.

**Supplementary Table 3. *In-silico* dataset.** Full *in-silico* dataset used for benchmarking.

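The table of simulated data has a line per simulated gene and a column per time point and replicate. The paper built the rhythmic genes from the curves of Figure 1A and from a cosine with an outlier point, and drew the genes without a rhythm from normal distributions. Since it was set in advance which genes had a rhythm, the calls of each algorithm could be counted as true or false positives. The datasets with sparser sampling are subsets of the same simulated samples.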

How the deposited data were processed for this re-analysis (not part of the article)

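The in-house dataset measures gene expression by RNA sequencing in 18 mouse livers, 3 at each of 6 zeitgeber times 4 h apart. The authors removed adapters with Cutadapt, mapped the reads on the transcriptome of GRCm38 (Ensembl gene-build 84) and quantified them with RSEM, which gives estimated counts, and they normalized these with limma. The deposited values are a signal on a linear scale, namely the estimated count plus 0.5, scaled to 1000000 reads of an effective library size set by the authors, with 1 column per liver. Columns add up to between 941088 and 1077230, so the library sizes differ from the plain totals. From the lowest value of each liver, which stands for 0 reads, the value of 1 read and the number of estimated reads behind each value were worked out. All values were then multiples of 0.01 reads, as RSEM writes them, and between 44.7% and 51.0% per liver were whole reads, so tests made for whole counts were not used. The paper states that only genes with counts in at least 1 sample were considered. The deposited table lists 2 genes at the lowest value in every liver, which were left out. In 13 rows the symbol repeats that of an earlier row under another identifier. Coordinates are from the GENCODE mouse release M21 annotation of GRCm38.

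Depth was between 10268168 and 23242842 estimated reads per liver. The offset of 0.5 reads sets the floor of the values, and 811 genes were at the floor in at least 1 liver, where the depth cannot tell a low value from 0.

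The algorithms were written again from the paper's description in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. CircaN was a least squares fit of 7 curves to the standardized values of each gene, with amplitude, phase and period free, the period held between 20 and 28 h, and the curve of lowest AIC kept, which is that of the smallest residual since all curves have as many parameters. The *P*-value of the period tests whether the period differs from 0. The *P*-values of amplitude and period were combined by Fisher's procedure and adjusted by Benjamini–Hochberg. The paper's text does not give the constants of the curves. They were read from Figure 1A as a damping of 0.1 per hour, a linear slope of 0.025 per hour, an exponential rate of 0.08 per hour with a weight of 0.15, a second, faster cosine term of weight 0.5 for the curve that the figure labels Cosine2 and the text calls a cosine square, of which the drawn shape was fitted and a literal square was not, and a peak given by a power of 10. JTK compared the rank order of the 18 values with 18 cosine orders of 20, 24 and 28 h, with the exact null distribution for 6 groups of 3 and Bonferroni adjustment over the orders. Lomb–Scargle used 72 test frequencies and 15 independent frequencies. As a linear reference, limma 3.58.1 in R 4.3.3 fitted log2(value + 1) with a cosine and sine of 24 h. A joint fit held those of 24 h and 12 h together. Moderated F tests were made of the 24 h pair in the 24 h fit and of the 12 h pair in the joint fit.

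In the first version of the CircaN fit, a gene whose best curve had a singular fit was given a *P*-value of 1. After the first counts and a first set of named genes had been seen, this was changed so that a curve with a singular fit is left out before the best curve is chosen, because a non-linear fit of that kind returns no estimate. The change raised the genes called by CircaN from 2261 to 2279 and the share of MC and JTK genes with a CircaN q-value below 0.05 from 90.2% to 97.0%, and it replaced the named gene of the set shared by MC and JTK. The first version is kept among the alternatives as one chosen after the data were seen.

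The methods were tested on simulated data, made with normal noise from the means and the CVs between replicates of the 14449 genes, with 200 genes given a cosine rhythm. CircaN recovered 179 of the 200 and called 18 flat genes, JTK recovered 119 and called 1, and MC recovered 153 and called 2. The combined list of CircaN or MC recovered 179 and called 18 flat genes, the same numbers as CircaN alone. For limma they were 181 with 9 flat genes for the 24 h rhythm and 180 with 14 flat genes for the 12 h rhythm. Only 200 of the 14449 simulated genes had a rhythm, each a plain cosine of fixed period. In the real data JTK called 2046 genes and MC 2661. A Benjamini–Hochberg q-value depends on the share of rhythmic genes, while an R-squared threshold does not. The simulated counts therefore do not rank the methods for the real data. On 20000 simulated genes of normal noise without a rhythm, the unadjusted *P*-value was below 0.05 in 64.9% of genes for CircaN, 0.88% for JTK and 0.8% for MC, and 0.09% had a CircaN R-squared of at least 0.7.

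The sample labels, the tests of the main results, the alternatives other than that of the singular fits, and the rule for the genes to be named were fixed before the data were examined. Tests and genes chosen later are marked where they are given. By the rule, the named genes are 17 core clock and clock output genes and, from each of the 7 combinations of algorithms, the gene with the highest CircaN R-squared (sets with CircaN), the lowest MC q-value (sets with MC but not CircaN) or the lowest JTK q-value (JTK only). The set of CircaN and JTK held no gene, and the gene of the JTK only set is not reported here. The alternatives covered the scale of the values, a filter on low genes, another normalization, the JTK periods and null distribution, the combination of *P*-values in MC, the curves, *P*-value and thresholds of CircaN, the definition of the CV, limma's settings, and each liver left out in turn. The CVs of gene sets were compared by two-sided Wilcoxon rank-sum tests across genes, as in the paper. The enrichment of GO terms, the datasets of the other studies and the paper's simulated data were not analysed here.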

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

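The test of sequencing depth and the combination of tests gene by gene were chosen after the result was seen and the other tests of this part before it. The paper searched for periods of 20 to 28 h and did not look at shorter ones. With a 24 h and a 12 h cosine in the same limma model of log2(value + 1), 126 genes had a 12 h term at a Benjamini–Hochberg adjusted *P*-value below 0.05, and 1815 at an unadjusted *P*-value below 0.05. The smallest *P*-values belonged to P4ha1, Tubb2a, Hspa1b, Npas2, Banp, Dnajb1, Dbp and Bag3, of which all but Npas2, Dnajb1 and Dbp are named after their values were seen. Of 100 assignments of the 18 livers to the time points, the real one included, 1 gave as many genes. The highest count among the 99 others was 93, and 5 of them gave any gene. These assignments also remove the 24 h rhythm and every other difference between time points. The comparison therefore shows that the time points differ, and cannot show that the term is one of 12 h.

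A technical explanation is that a 24 h rhythm that is not a sine wave leaves a 12 h term. Of the 126 genes, 104 (82.5%) had a 24 h rhythm as well, tested with the 24 h cosine alone. At least 1 of the algorithms called 100 of the 126, and 9 were on the list of clock genes. The median swing from trough to peak was 0.71 for the 12 h term and 1.10 for the 24 h term on the log2 scale, and 29 genes had the larger swing at 12 h. For most of these genes the 12 h term can therefore not be told apart from the shape of a 24 h rhythm. With 6 time points in 24 h, a 12 h wave is sampled at 3 points only.

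The weight of single livers was tested by leaving out each in turn. Of the 126 genes, 26 (20.6%) were called in every fit that left out 1 liver. The count over those fits was between 32 and 114. Every fit thus gave fewer genes, so the test does not tell the weight of a single liver from the effect of having fewer livers. Sequencing depth was highest at ZT5 and ZT17, which are 12 h apart, with medians of 14378658 and 15184364 estimated reads. With log2 depth as a covariate, 74 of the 126 genes (58.7%) kept the call and 89 genes were called in all, so depth may account for part of the calls, while most of them did not depend on it. RNA from other cells was tested with markers of pancreatic acinar cells and red blood cells. None of the 7 markers tested had a 12 h term (0.0% of the 126 genes), also at an unadjusted *P*-value below 0.05 (0 markers). The 5 red blood cell markers, haemoglobin genes among them, were above the lowest value in every liver. Their lack of a 12 h term argues against red blood cells as the source. Of the acinar markers, only 1 was above the lowest value in every liver, so this test cannot decide on RNA of acinar cells. Taken gene by gene, 2 of the 126 genes were called in every fit that left out 1 liver and had no 24 h rhythm by limma. Both kept the call with depth as a covariate. These were Banp and Fam65b, with limma adjusted *P*-values of 0.158 and 0.244 for the 24 h cosine fitted alone. In that fit a 12 h signal is part of the residual, which weakens the 24 h test. With both cosines in the model, their log2 swings were 1.27 and 1.09 at 12 h and 0.764 and 0.603 at 24 h. Fam65b is named after its values were seen as well. A 24 h rhythm below the threshold and RNA from acinar cells or from cells not tested are not excluded for them. For the other genes, a 12 h rhythm of biological origin was also not separated from the shape of 24 h rhythms or from the weight of single livers.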

How the results depend on the processing

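The numbers of genes called by CircaN, by all 3 algorithms and by CircaN or MC stayed within 1.5 times their value under all alternatives but 1 each, given below, apart from the fits that left out a liver. So did the number of genes with a 24 h rhythm by limma under each of 3 alternatives (4046 to 5267) and with each liver left out (4573 to 5088). The causes of the changes below were not tested.

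With a q-value below 0.01, the counts were 319 for JTK, 1364 for MC, 316 for all 3 algorithms, 3 for MC and JTK, 942 for CircaN only, 53 for MC only, 0 for JTK only and 992 for CircaN and MC. The difference in median CV between time points, CircaN only minus MC only, reversed to -0.0528 (n = 942 and n = 53 genes, p = 0.00923), and that between replicates became -0.0349 (p = 3.84e-05 over the same n = 53 genes). With a CircaN correlation of at least 0.7 in place of the R-squared, CircaN called 5593 genes, CircaN or MC 5615, MC and JTK 12, CircaN only 2947, MC only 10, JTK only 9, CircaN and MC 621 and CircaN and JTK 7, and the CV difference between time points reversed to -0.0932 (n = 2947 and n = 10 genes, p = 0.0149). With equal cosines taken as 1 group in the JTK null, the counts were 3269 for JTK, 1159 for MC and JTK, 136 for CircaN only, 182 for MC only, 51 for JTK only, 84 for CircaN and MC and 1 for CircaN and JTK. With Bonferroni in place of Fisher's procedure in MC they were 1217 for MC, 89 for MC and JTK, 621 for CircaN only, 0 for MC only, 299 for JTK only, 0 for CircaN and MC and 530 for CircaN and JTK, and no CV difference could be computed. With JTK periods of 20 and 24 h, MC and JTK shared 613 genes, JTK only called 28 and CircaN and MC 205.

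With the cosine curve alone, MC and JTK shared 563 genes, CircaN only called 13, CircaN and MC 210, and the CV difference between time points was 0.0325 (n = 13 genes of CircaN only, p = 0.228). Without CircaN fits at a period limit, MC and JTK shared 791 genes and CircaN only called 186. Among the genes with a mean above the median, CircaN only called 125, JTK only 10 and CircaN and MC 146. On a log2 scale JTK only called 8 genes with a pseudocount of 1 and 5 with 0.1. The 12 h term of limma was found in 76 genes with a pseudocount of 0.1, against 126, in 182 of the genes with a mean above the median and in 185 with a trend and robust variance in limma. The added alternative that kept singular CircaN fits, chosen after seeing the data, moved no result by more than 1.5 times.

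Across the 18 fits that each left out one liver, the counts ran from 2289 to 2485 for CircaN, 1182 to 1830 for JTK, 1989 to 2473 for MC, 1070 to 1603 for all 3 algorithms, 111 to 233 for MC and JTK, 404 to 584 for CircaN only, 160 to 216 for MC only, 0 to 9 for JTK only, 2573 to 2912 for CircaN or MC, 433 to 672 for CircaN and MC, 0 to 1 for CircaN and JTK, and 32 to 114 for the 12 h term. The CV difference ran from 0.009 to 0.0565 between time points and from -0.0158 to 0.0075 between replicates, and 3 of these fits lost the difference between time points while 5 gave a lower CV between replicates for CircaN only. No paired analysis was possible because the labels give no number shared between time points and each mouse gave 1 liver. At this depth, 811 genes reached the floor in at least 1 liver, and the rank order of such values is not resolved.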

Differences from the paper's values

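The values here come from algorithms written again, with CircaN's constants read from a figure and without its random effect. How far the differences below lie in this was not tested. The number of genes called by MC and JTK but not CircaN was 372, against the paper's 1482. Of the alternatives set before the data were examined, the JTK null with equal cosines taken as 1 group gave 1159 and closed the gap, and the others did not. The number of genes called by CircaN only was 285, against the paper's 700. It was 621 with Bonferroni in place of Fisher's procedure in MC and 942 with a q-value below 0.01, both within 1.5 times the paper's value. So were the 12 fits that left out a liver of ZT5, ZT9, ZT13 or ZT17 (479 to 584). Bonferroni, the stricter q-value and these 12 fits moved other sets away from the paper. With Bonferroni, all 3 algorithms called 1128 genes, against the paper's 2068, and MC and JTK shared 89. With a q-value below 0.01 these counts were 316 and 3. In the 12 fits they were 1070 to 1482 and 111 to 198. Those fits hold fewer livers than the paper's analysis, so they do not explain its count. The other alternatives and the fits without a liver of ZT1 or ZT21 did not close the gap.

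The remaining sets are given as read by eye from the paper's Figure 2D. MC only held 295 genes against the paper's about 140 in Figure 2D. The JTK null with equal cosines as 1 group (182) and 17 of the 18 fits without 1 liver (160 to 207) closed the gap. The other alternatives and the fit without mouse 7 of ZT5 (216) did not. Fits without 1 liver hold fewer livers than the paper's analysis, so they do not explain its count. JTK only held 16 genes against the paper's about 74 in Figure 2D, and of the alternatives that JTK null alone (51) closed the gap. CircaN and MC, but not JTK, held 336 genes against the paper's about 170 in Figure 2D. The gap was closed among the genes with a mean above the median (146), with JTK periods of 20 and 24 h (205), with the cosine curve alone (210) and without fits at a period limit (240), and by no other alternative. CircaN and JTK, but not MC, held 0 genes against the paper's about 33 in Figure 2D, and no alternative closed the gap.

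For the genes called by JTK only, the median CV between time points was 0.318 against the paper's about 0.17 in Figure 2E, read by eye. It came within 1.5 times the paper's value on a log2 scale with a pseudocount of 1 (0.184) or 0.1 (0.146), with JTK periods of 20 and 24 h (0.217), with the JTK null with equal cosines as 1 group (0.132), with Bonferroni in MC (0.155), with a CircaN correlation of at least 0.7 (0.239), for the genes of the set with a mean above the median of all genes (0.166) and in the fits without mouse 1, 7, 9, 15, 19, 25 or 26 (0.122 to 0.242), where the set held between 1 and 7 genes. Their median CV between replicates was 0.221 against the paper's about 0.13 in Figure 2E, read by eye. It came within 1.5 times the paper's value on a log2 scale (0.164 and 0.1), with the JTK null with equal cosines as 1 group (0.107), with Bonferroni in MC (0.106), with a CircaN correlation of at least 0.7 (0.183), among the genes with a mean above the median (0.087), for the genes of the set above that mean (0.112) and in the fits without mouse 1, 7, 9, 13, 15, 19, 25 or 26 (0.103 to 0.188), where the set held between 1 and 9 genes. The set held 8 and 5 genes on the log2 scales and 9 with the correlation. Medians over so few genes do not show that a gap was closed. The other alternatives closed neither gap. In the other fits without 1 liver the medians reached 1.712 between time points and 0.601 between replicates.

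The paper states that genes found by CircaN vary more between replicates than those of MC in this dataset. Here the medians of the CircaN only and MC only genes were equal (two-sided Wilcoxon rank-sum test across genes, n = 285 and n = 295 genes, p = 0.686), and no alternative gave a higher CV between replicates for CircaN only by that test.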

Other observations

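One test of this part, that of expression level, was chosen after the result was seen. The counts were compared with those of 100 assignments of the 18 livers to the time points, the real one included. For the genes called by CircaN, by JTK, by MC, by all 3 algorithms, by MC and JTK, by CircaN only, by MC only, by JTK only and by CircaN or MC, and for the genes with a 24 h rhythm by limma, 1 of the 100 assignments gave a count as large, which was the real one. The 99 others gave no gene for JTK and MC, although all had genes at an unadjusted *P*-value below 0.05 (medians 93 and 77, against 4017 and 4070 in the real assignment). CircaN called genes in all 99, with a median of 13 and a maximum of 121. For the 24 h rhythm by limma, 2 of the 99 gave any gene, with a maximum of 8.

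These assignments mix livers of different time points, so they also remove any difference between time points. A second comparison kept the livers of a time point together and put the 6 time points in each of their 60 cyclic orders. A gene that differs between time points without following a daily wave would be called in other orders as well. For CircaN, JTK, MC, all 3 algorithms, MC and JTK, MC only, JTK only and CircaN or MC, 1 of the 60 orders gave a count as large, the real one. For CircaN only the result was the reverse, with 49 of the 60 orders giving at least as many genes as the real order (median of the others 660, maximum 1102, against 285). The other orders gave a median of 807 genes for CircaN as a whole (maximum 2126, against 2279), 6 for MC (maximum 2076, against 2661) and 0 for JTK (maximum 1279, against 2046). Part of this may follow from how the set is defined, because MC and JTK call fewer genes in other orders and leave more of the CircaN genes as CircaN only. The count of CircaN only genes alone does therefore not show that these genes follow the order of the day.

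The *P*-value and the R-squared of CircaN did not select alike. A CircaN q-value below 0.05 was found for 12062 genes (83.5% of those tested), including 79.4% of the genes called by no algorithm, while 16.1% had an R-squared of at least 0.7. Among the genes called by MC and JTK but not CircaN, 97.0% passed the q-value and 1.3% reached the R-squared, and with a correlation of at least 0.7 in place of the R-squared the group held 12 genes. The R-squared threshold thus set this group apart. The best period was at 20 or 28 h for 45.4% of the genes tested, 26.9% of those called by CircaN and 34.7% of those called by CircaN only.

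A change at a single time point was tested as an explanation for the sets of single algorithms. A gene counted when at least 80% of its variation between time points lay in 1 time point against the other 5. This held for 56 of the 285 CircaN only genes (19.6%), against 29 of the 1658 genes called by all 3 algorithms (1.7%, Fisher's exact test, p = 1.55e-28). Of the 56 genes, 54 were higher at the single time point, 23 of them at ZT13. Among the MC only genes the share was 0.3% (Fisher's exact test against all 3 algorithms, p = 0.0733), and it was 37.5% of the JTK only genes and 9.3% of the genes called by none. Some CircaN only genes may thus be responses at 1 time of day, such as the first sampling after the lights go off, and with 1 day sampled a pulse that recurs daily cannot be told apart from a single event.

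The higher CV between time points of CircaN only than MC only genes could have come from their expression level, since low genes vary more. Within 5 bins of mean expression the difference in median CV averaged 0.0437, against 0.0343 without matching, and it ran from 0.0078 in the bin of highest expression to 0.112 in the lowest. Expression level did not account for it, while a q-value below 0.01 or a correlation of at least 0.7 changed its sign. By the call rule, every CircaN only gene had an R-squared of at least 0.7, against 2.4% of the MC only genes. How far this rule itself sets the CV difference was not tested. No biological explanation was tested.

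RNA from other cells was tested as a source of rhythmic calls with markers of pancreatic acinar cells and red blood cells. Of the 7 markers tested, 0 were called by any algorithm, and none had a 24 h rhythm by limma at an unadjusted *P*-value below 0.05 (0 markers). Of the acinar markers, Ctrb1 had a median of 0.042, within the range of the lowest values of the livers, and reached 1.13 at most. By Ctrb1 there was little or no acinar RNA in a typical liver. Cela1 was above the lowest value in every liver, between 6.00 and 15.3. The acinar markers thus differed, and the test could not settle whether RNA from acinar cells was present. Of the red blood cell markers, Alas2 stayed between 88.9 and 123 while the haemoglobin genes varied more, so it did not follow them. The haemoglobin genes differed between livers, with Hba-a2 between 8.73 and 261 and Hbb-bs between 6.03 and 222, both highest in the liver of mouse 7 at ZT5. These genes are singled out after their values were seen, and near-identical copies can share reads.

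The liver of mouse 9 at ZT5, whose clock gene profile was nearest to ZT9, also had the deepest library, with 23242842 estimated reads. Without it, CircaN called genes within the range of the other fits that left out 1 liver, 500 of them by CircaN only.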
